A study of Caenorhabditis elegans with 39 samples.

How the data were processed

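Messenger RNA was measured by sequencing in 39 libraries of Caenorhabditis elegans, a nematode worm, from the laboratory strain N2. Per the labels, embryos were placed under control conditions, under conditions that cause a short stay in the dauer state, or under conditions that cause a long stay in it. The dauer is an arrested larval form. The worms were then recovered and kept well fed, and their F3 descendants were collected as first-stage (L1) larvae, either fed for 18 h or starved for 24 h. Fed larvae were washed more often than starved larvae before freezing, per the labels' protocols, so feeding was confounded with hours in culture and with washing. Libraries were made from polyadenylated RNA with a kit that does not keep the strand, per the labels' protocols.

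The deposited values are whole-number read counts per gene, 1 file per library, for 44968 features and 5 summary rows. The aligner, counting program, genome build and annotation are not stated in the labels or in the files, so no coordinates are given. The 5 summary rows were kept out of library sizes and tests. Across the 39 libraries, 14.4% to 19.0% of reads were listed as not aligned and 1.75% to 12.6% as outside genes. Feature names were matched to the Ensembl release of the WBcel235 annotation through its transcript names, for gene symbols and classes only. Of the features, 44440 matched and 528 did not, and the unmatched ones held at most 0.603% of the gene counts of a library.

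Groups, replicate names, batches and hours were taken from the labels. Fed libraries were present in batch 1 only. Batch 1 libraries held 20950821 to 30313127 gene counts (24 libraries) and batch 2 libraries 8836723 to 13740490 (15 libraries). All long-term dauer libraries of batch 1 were sequenced on lane 4. No pair of libraries within a group held identical counts. Over the 138 such pairs, the chi-square statistic of the counts per degree of freedom was at least 4.03, so every pair differed by more than sampling noise. This does not exclude separate preparations from a shared culture. Each library was nevertheless counted as 1 replicate in edgeR, including LC3_40d and LC3_49d, which share a number.

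The deposited counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by group, robust dispersion estimates, the quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. Responses to feeding and their differences between ancestries were fitted on the 24 batch 1 libraries with 1 coefficient per group (19406 genes). Comparisons of ancestries among starved larvae used 28 libraries with batch as a term (15980 genes). Those among fed larvae used 11 libraries (16132 genes). These designs, the alternatives and the gene lists were written before the data were examined, except where stated. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. CPM values are counts scaled to library size by TMM factors computed here over the 39 libraries from the deposited counts.

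A feeding-axis score was computed for each library. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change over 1 between fed and starved batch 1 libraries, tested in edgeR without regard to ancestry, defined the axis (7350 genes, 2585 higher in fed and 4765 higher in starved). The axis was the mean fed minus the mean starved log2 CPM with a prior count of 2. The score was the least-squares slope of a library's centred log2 CPM on the axis. Batch 1 was centred midway between the fed and starved means, which shifts all its scores alike, and batch 2 on its own means. Scores were compared with two-sided exact permutation tests of the ancestry labels, within feeding or within batch, and the 6 tests were adjusted together. The scaling was first run over all 39 libraries together, which let batch 2 enter the axis against the design. It was then redone within each batch, and the earlier version is given among the alternatives.

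The 5 fixed lists of genes covered insulin signalling (20 genes), insulin-like peptides (40), small-RNA and chromatin inheritance (39), the moulting cycle (49) and adult gonad and yolk (44). Each was tested in each of the 11 comparisons with camera (inter-gene correlation 0.01) and fry from edgeR and limma 3.58.1, and the 55 tests were adjusted together. Genes named in the report were, for each comparison, the 3 in each direction with the largest absolute log2 fold change among those with an adjusted p-value under 0.05 and a mean of at least 10 CPM in the higher group. Comparisons without such genes name none. A gene named outside this rule was chosen after its values were seen.

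Each count method was tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by 1.5 on the log2 scale. In these, edgeR recovered 62.5% to 97% of the changed genes across the 11 comparisons, and 1.4% to 7.2% of its calls were false. DESeq2 made 10.6% to 16.4% false calls in the 3 comparisons where it was tried. The simulations held no atypical library. In 50 simulated sets for the score over 7350 genes, a difference of -0.3 was recovered as -0.297 on average, with a permutation p-value under 0.05 in 50 sets, and in 5 of 50 sets for the unchanged group. The simulated libraries of a group varied less than those of any real batch 1 group (SD of scores 0.0317 to 0.578). The power of this test in the real data is therefore not shown. In 20 simulated sets, fry and camera called a list of 20 moved genes in 20 of 20, and an unmoved list in 1 and in 0 sets. The simulated genes were drawn independently, whereas the estimated correlations in the real lists were 0.043 to 0.649. These sets therefore do not show how often camera with the preset correlation makes false calls here.

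The alternatives were RLE factors, DESeq2 1.42.0, 2 other filters on low counts, thinning to the smallest library, each library left out in turn, only the groups compared, all libraries in 1 fit, a lane term, a replicate block, each batch alone, no batch term and 3 against 3 libraries. A further 5 were chosen after seeing the data: limma voom with library weights, rRNA features left out, surrogate variables from sva 3.50.0 for the ancestry comparisons, the joint scaling of the score, and the replicate block for fed short-term dauer scores. Whether shared replicate names pair libraries was checked by correlating deviations from the group mean over genes with a mean of at least 1 CPM. Every pair exceeded 0.1 for fed and starved control libraries (4 pairs, 0.129 to 0.298) and for control and long-term dauer libraries of batch 2 (4 pairs, 0.176 to 0.321). For the other comparisons that had 3 or more such pairs, at least 1 pair fell under 0.1. The batch 2 names 4 and 10 were joined through the control name 4_10, as the alternatives had fixed beforehand. Starved long-term and short-term dauer libraries shared no name, and their 1 pair joined in this way correlated at 0.404. Fed long-term dauer libraries shared no name with other fed libraries. The labels do not say whether a shared name marks a shared culture.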

Results

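Gene expression was measured in F3 L1 larvae whose ancestors had passed through control conditions, a short-term dauer or a long-term dauer, to ask whether ancestral dauer altered gene expression and the response to feeding 3 generations later. Control descendants gave 4 fed and 12 starved libraries, short-term dauer descendants 4 fed and 9 starved, and long-term dauer descendants 3 fed and 7 starved. Total gene counts were 20950821 to 30313127 in the 24 libraries of batch 1 and 8836723 to 13740490 in the 15 of batch 2. At this depth the spread between replicates, more than counting error, limited the precision.

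Fed and starved larvae were compared within each ancestry in batch 1. In control descendants, 10416 of 19406 genes differed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 5571 higher and 4845 lower in fed larvae. The median log2 fold change of all genes was -0.15, so directions are relative to that shift. Among the alternatives that kept every batch 1 control library, limma voom with library weights moved this count most, with 13571 genes. In short-term dauer descendants 11304 genes differed, 5434 higher and 5870 lower, with a median of -0.28 over all genes. In long-term dauer descendants 2356 genes differed, 1128 higher and 1228 lower, with a median of -0.09. The last count changed by more than 1.5 times with each of the 6 long-term dauer libraries left out. Without the library labelled starved LC4_49d, 7929 genes differed, and leaving out any of the other 5 long-term dauer libraries gave 0 to 297.

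**Figure D1:**
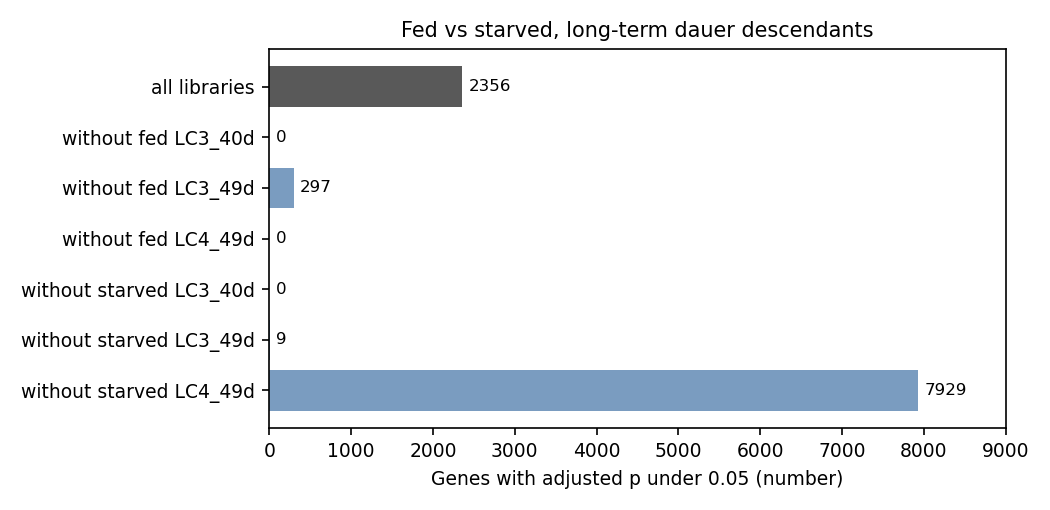
Number of genes that differed between fed and starved long-term dauer descendants at an adjusted p-value under 0.05 (horizontal axis), with all libraries and with each long-term dauer library left out in turn (bars). The count was 2356 with all libraries and 7929 without the library labelled starved LC4_49d.

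Sample size also differed between ancestries. When control descendants were reduced to 3 fed and 3 starved libraries and fitted alone, the 40 subsets gave 7705 to 12098 genes, with a median of 9526. The 40 subsets of short-term dauer descendants gave 7368 to 11820, with a median of 8735. The 3 fed and 3 starved long-term dauer libraries fitted alone gave 0 genes, with 2643 at an unadjusted p-value under 0.05, and this set included the library labelled starved LC4_49d. With that library left out of the fit of all groups, 7929 genes differed.

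In control descendants the cuticle collagen gene col-17 (F11G11.10) had 1332 ± 207 CPM (SD, n = 4) in fed and 2.80 ± 0.736 CPM (SD, n = 5) in starved larvae, a log2 fold change of 8.82 (SE 1.25, edgeR adjusted p = 1.3e-05). The genes sqt-2 (C01B12.1) and rol-8 (ZK1290.3) followed, with log2 fold changes of 8.50 and 8.36. Genes lower in fed larvae were the pseudogene F15A4.8 (-7.33), T22F3.11 (-7.11) and C23G10.11 (-6.92). The starved values of T22F3.11 had a wide spread, 899 ± 502 CPM (SD, n = 5), with a lowest library at 6.58 CPM. Collagen genes form a large family and F15A4.8 is a pseudogene, so reads shared with similar copies leave their levels uncertain.

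In short-term dauer descendants col-17, dpy-5 (F27C1.8) and sqt-2 had log2 fold changes of 7.80, 7.68 and 7.44, and T22F3.11, F15A4.8 and C23G10.11 of -7.62, -7.29 and -7.03. Their edgeR adjusted p-values ranged from 1.07e-05 for F15A4.8 to 0.000169 for C23G10.11. In long-term dauer descendants the named genes higher in fed larvae were col-167 (T10E10.2, log2 fold change 1.66, SE 0.458), col-170 (T10E10.6, 1.60, SE 0.454) and sec-61.B (Y38F2AR.9, 1.51, SE 0.434), with edgeR adjusted p-values of 0.0315, 0.0328 and 0.0348. Those lower were F15A4.8 (-6.98), T22F3.11 (-6.85) and lipl-3 (R11G11.14, -6.56). The starved mean of col-167 was 21.8 CPM (SD 22.6, n = 3), and 8.73 CPM without the library labelled starved LC4_49d. Those of col-170 and sec-61.B were 3.55 and 94.0 CPM (SD 3.95 and 93.6, n = 3), and 1.27 and 39.9 CPM without that library. That of T22F3.11 was 955 CPM (SD 828, n = 3), and 1430 CPM without it. Those of F15A4.8 and lipl-3 were 55.4 and 25.7 CPM (SD 49.4 and 22.3, n = 3), and 82.7 and 38.3 CPM without it.

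Whether the response itself differed by ancestry was tested with interaction contrasts. No gene passed an adjusted p-value of 0.05 for long-term dauer against control descendants, and 1738 genes had an unadjusted p-value under 0.05. Without the library labelled starved LC4_49d there were again 0 genes, and 185 at an unadjusted p-value under 0.05. For short-term dauer against control descendants 0 genes passed and 439 had an unadjusted p-value under 0.05. DESeq2 called 34 genes for long-term dauer against control descendants, all with a lower fed-minus-starved difference in long-term dauer descendants.

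Ancestries were compared among starved larvae with batch as a term. For long-term dauer against control descendants 0 of 15980 genes passed, the lowest adjusted p-value was 0.0735, and 2079 genes had an unadjusted p-value under 0.05. Without the library labelled starved LC4_49d, 0 genes passed and 356 had an unadjusted p-value under 0.05. Within batch 1 alone 0 genes passed (2087 unadjusted) and within batch 2 alone 0 (284 unadjusted). For short-term dauer against control descendants 0 genes passed and 235 had an unadjusted p-value under 0.05, with 350 in batch 1 alone and 101 in batch 2 alone. For long-term against short-term dauer descendants 0 passed and 1628 had an unadjusted p-value under 0.05, with 2043 in batch 1 alone and 293 in batch 2 alone. Without the library labelled starved LC4_49d the unadjusted count fell to 244. Fitting all 39 libraries together gave 172 genes for long-term dauer against control descendants, 171 of them higher in long-term dauer descendants.

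Among fed larvae, 0 of 16132 genes passed in each comparison. The counts at an unadjusted p-value under 0.05 were 706 for long-term dauer against control, 826 for short-term dauer against control and 411 for long-term against short-term dauer descendants. DESeq2 called 14, 23 and 14 genes in these comparisons.

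The feeding-axis score placed each library between the starved and fed profiles over 7350 responsive genes. Fed batch 1 libraries scored 0.533 ± 0.126 (SD, n = 4) in control, 0.459 ± 0.0951 (SD, n = 4) in short-term dauer and 0.510 ± 0.0317 (SD, n = 3) in long-term dauer descendants. Starved batch 1 libraries scored -0.561 ± 0.0324 (SD, n = 5), -0.587 ± 0.0680 (SD, n = 5) and -0.255 ± 0.578 (SD, n = 3). The library labelled starved LC4_49d scored 0.413, within the range of the 11 fed libraries (0.318 to 0.673), and the other 2 starved long-term dauer libraries of batch 1 scored -0.604 and -0.573.

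**Figure D2:**
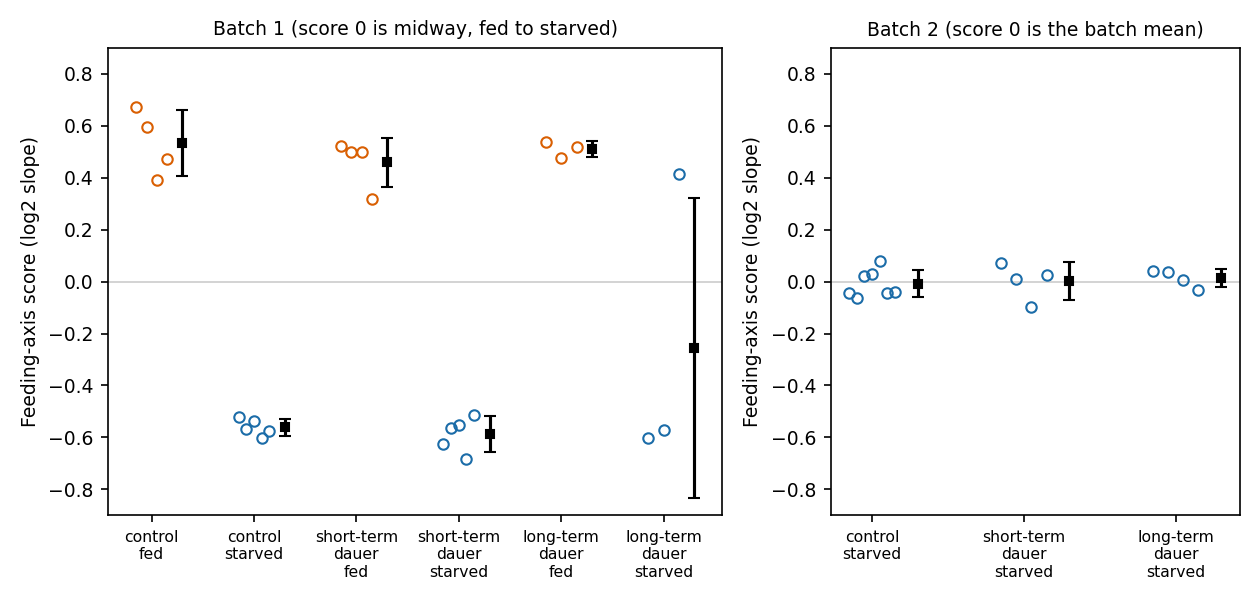
Feeding-axis score (vertical axis, log2 slope without unit) of each library (circles, fed in orange and starved in blue) by ancestry, with the group mean and SD (squares and bars), for batch 1 (left) and batch 2 (right, centred on its own mean). The library labelled starved LC4_49d lies at 0.413 among the fed libraries.

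The difference between fed and starved scores differed by -0.329 between long-term dauer and control descendants and was not past the threshold in the two-sided exact permutation test (p = 0.205 over 1960 arrangements, adjusted 0.614). Without the library labelled starved LC4_49d, in a test that kept the axis and scores made with it, the difference was 0.0049 (exact permutation p = 0.951). For short-term dauer descendants it was -0.0477 (exact permutation p = 0.597, adjusted 0.771). Starved scores differed by 0.164 between long-term dauer and control descendants (exact permutation p = 0.185, adjusted 0.614), and by -0.0031 without the library labelled starved LC4_49d (exact permutation p = 0.891). Within batch 1 alone the starved difference was 0.306 (exact permutation p = 0.321) and within batch 2 alone 0.0212 (exact permutation p = 0.452). Starved scores of short-term dauer and control descendants differed by -0.0074 (exact permutation p = 0.769, adjusted 0.771), by -0.0258 within batch 1 alone (exact permutation p = 0.484) and by 0.0111 within batch 2 alone (exact permutation p = 0.785), so the sign differed between batches. Fed scores differed by -0.0225 for long-term dauer (exact permutation p = 0.771, adjusted 0.771) and by -0.0736 for short-term dauer (exact permutation p = 0.4, adjusted 0.771) against control descendants.

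The fixed lists were tested in the same comparisons. Of the 55 tests, camera with a preset correlation called 23, fry called 7 and both called 5, and 0 were called when camera estimated the correlation. The moulting-cycle list rose with feeding in control descendants (median log2 fold change 5.06 over 48 genes, fry adjusted p = 0.000146), with 43 genes called when adjusted over the list alone and 43 when adjusted over all genes. In short-term dauer descendants the moulting-cycle median was 4.77, with 42 and 41 genes called. In long-term dauer descendants it was 1.58, with 0 called when adjusted over the list alone and 1 over all genes, and without the library labelled starved LC4_49d it was 5.70, with 42 and 40. Without that library camera with an estimated correlation (0.307) also called the list in this response (camera adjusted p = 0.0472). That value was adjusted over the list tests of that rerun, which were fewer than 55. The inheritance list rose with feeding, with medians of 0.388, 0.380 and 0.274 in control, short-term and long-term dauer descendants, fry adjusted p-values of 0.00128, 0.002 and 0.0549, and 25, 27 and 7 genes called when adjusted over the list alone (24, 26 and 6 over all genes). For long-term dauer descendants without the library labelled starved LC4_49d the inheritance list gave 22 and 20, with a median of 0.436. Its fry adjusted p was then 0.000621, adjusted over the list tests of that rerun, which were fewer than 55. The insulin-like peptide list had medians of -0.425, -0.669 and -0.382, with 17, 22 and 6 genes called over the list alone (17, 20 and 4 over all genes). The insulin signalling list had medians of -0.438, -0.548 and -0.224, with 13, 13 and 5 (13, 13 and 3 over all genes). The adult gonad and yolk list had medians of 0.186, -0.578 and 0.058, with 12, 13 and 2 (12, 13 and 2 over all genes). Without the library labelled starved LC4_49d the long-term dauer counts of these lists rose too. They were 15 and 14 for insulin-like peptides, 9 and 9 for insulin signalling, and 5 and 5 for adult gonad and yolk genes. The medians were then -0.554, -0.43 and -0.119, the last over 29 genes in place of 24.

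For the 8 comparisons that involve ancestry, fry called 0 lists and camera with the preset correlation called 16. The moulting-cycle list had 37 genes called when adjusted over the list alone, and 0 over all genes, for the response difference of long-term dauer against control descendants, and 32 and 0 for starved long-term dauer against control and against short-term dauer descendants. In these 3 comparisons both values were 0 without the library labelled starved LC4_49d. In fed short-term dauer against control descendants 1 moulting-cycle gene was called over the list alone and 0 over all genes. Of the 16 camera calls, 7 were of the moulting-cycle list, 5 of insulin signalling and 4 of the adult gonad and yolk list. The last included the response difference of short-term dauer against control descendants (median log2 difference -0.68, camera adjusted p = 1.1e-06, fry adjusted p = 0.469) and the starved comparison of the same ancestries (median 0.27, camera adjusted p = 2.85e-05, fry adjusted p = 0.561). Of 7 camera calls in the comparisons that held the library labelled starved LC4_49d among long-term dauer libraries, 2 passed without it. These were insulin signalling in starved long-term dauer against control descendants (median -0.10, camera adjusted p = 0.00715, fry adjusted p = 0.989) and adult gonad and yolk genes in starved long-term against short-term dauer descendants (median -0.27, camera adjusted p = 0.00601, fry adjusted p = 0.989).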

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

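The tests of explanations in this part, except those of mixed RNA in the library labelled starved LC4_49d, of genomic DNA with all silent genes and of the other splits of the libraries, were chosen after the results were seen. A library was singled out when its distance to the nearest other library was large against the range of its group (Dixon's criterion). Of 151 values tested 36 met it, and chance gives 7.6.

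The library labelled starved LC4_49d of the long-term dauer descendants stood apart from the 6 other starved libraries of its group in log2 CPM of col-17 (10.01), sqt-2 (7.219), rol-8 (8.813), dpy-5 (9.508), col-167 (5.596), col-170 (3.106) and sec-61.B (7.662), all higher. It was lower in F15A4.8 (0.3117), T22F3.11 (2.704), C23G10.11 (-0.4779) and lipl-3 (0.0933). All log2 CPM values of single libraries in this part were taken after a small constant, given below, was added to the CPM. Low values are therefore raised. Without the constant F15A4.8, T22F3.11 and lipl-3 were at 0.741, 6.02 and 0.567 CPM in this library. An exchange of labels with the fed library of the same name is argued against, because that library scored 0.516 on the feeding axis, among the fed libraries. An exchange with any other fed library of the series would leave a starved profile under a fed label, and is argued against by the lowest score among the 11 fed libraries, 0.3176. The same library deposited a second time is argued against by a chi-square of 51.0 per degree of freedom between both. Fed RNA mixed with starved RNA is argued against by 21 genes high in starved and low in fed control and short-term dauer libraries, whose median level was 2.53% of the starved mean, within the 1.86% to 3.38% of the fed libraries. A response to feeding lost across long-term dauer descendants is argued against by the other 2 starved libraries of batch 1, the higher of which scored -0.573, within the control starved range. The score of 0.413 is what larvae that had food would give. A candidate explanation is therefore a library of fed larvae under a starved label, or a starved culture that held food, and these were not separated. A biological change in this library alone remains open and untested.

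The response of long-term dauer descendants changed from 2356 to 7929 genes without that library. In control and in short-term dauer descendants, 1 of 100 splits of the 9 libraries, the real one, gave as many genes at an adjusted p-value under 0.05. In long-term dauer descendants 2 of the 10 splits of the 6 libraries did, and 10 splits cannot give a share under 0.05. The highest of the other splits gave 4627 genes. For the differences between ancestries the splits were compared on genes at an unadjusted p-value under 0.05. As many genes were found in 33 of 100 splits for the response difference of long-term dauer against control descendants and in 71 of 100 for short-term dauer. Among starved larvae the numbers were 14 of 100 for long-term dauer against control, 88 of 100 for short-term dauer against control and 42 of 100 for long-term against short-term dauer. Among fed larvae they were 25, 14 and 20 of 35 splits in the same order. With all libraries kept, none of these 8 comparisons is distinguished from a random grouping of the libraries. The library labelled starved LC4_49d was in the splits of the long-term dauer response difference and of starved long-term dauer against each other ancestry. In each of these the count at an unadjusted p-value under 0.05 fell without it. Their splits therefore also reflect where that library was placed, and no splits were made without it.

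The starved short-term dauer library LC14 had 12.62% of reads outside genes, against 3.225% to 4.579% in the others of its group, 16.06% of reads not aligned, and a TMM factor of 1.957. It met the criterion both in its whole group and in batch 1. Lower depth is argued against. It had the lowest total of batch 1 (20950821 gene counts), but the shallower libraries of batch 2 had at most 4.579% of reads outside genes. Genomic DNA in the library was predicted to raise counts in proportion to gene length. Of 297 genes with at most 3 counts in total over the other starved batch 1 libraries, 40.4% had a count, against at most 6.73% when each of those libraries was treated alike, but the rank correlation of counts with exon length was -0.111. Genes to which reads cannot be assigned would weaken such a relation, so after that result the test was repeated once, on the 89 of these genes with a count in batch 2. There 86.52% had a count and the correlation was 0.07. The same correlations in the other starved batch 1 libraries were -0.104 to 0.058 and -0.434 to 0.096, and the value that DNA would give here was not simulated, so neither decides. The share of these genes with a count and the 33444 genes with a count in this library, the most of the 39, are what DNA would give too. Genomic DNA stays open, as does any other source of these reads, and no biological explanation was tested. Without this library the short-term dauer response had 10423 genes.

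The starved libraries control LC6 (batch 1), control 14 and short-term dauer 14 (batch 2) were low in T22F3.11 and C23G10.11. Their log2 CPM, with 0.5 CPM added before the logarithm, was 2.825, 2.3 and 2.668 for T22F3.11. For C23G10.11 it was -0.5731, -0.7462 and -0.052. Each value lay below the others of its group in the same batch. The added 0.5 CPM sets a floor of -1 and raises low values. Without it C23G10.11 in control LC6 was at 0.172 CPM. The short-term dauer library met the criterion in its whole group as well as in its batch. Also lower were lipl-3 in control LC6 (3.132) and short-term dauer 14 (2.689) and sec-61.B in control LC6 (3.968) and control 14 (3.891), while dpy-5 in control LC6 (3.241) was higher. A state between those of the starved and fed libraries is argued against. On the feeding axis 0 of the 3 scored above the other starved libraries of their batch, and on its genes higher in fed libraries 0 of 3 did. Genes of at least 10 CPM in any library that lay more than 4 times (0.5 CPM added) outside the span of the fed libraries and the other starved libraries of the batch were chosen in 1 of the 3 and measured in the other batch. The 37 chosen in control LC6 lay outside the span the same way in control 14 and short-term dauer 14 for 100% of genes, and the 23 and 16 chosen in those lay so in control LC6 for 100%. The spans share the fed libraries and leave out these 3 and the library labelled starved LC4_49d. Other libraries reached 67.6% (control 13), 52.2% and 56.2% (both starved short-term dauer LC14) and otherwise at most 13%. The 21 starved-specific genes went the other way in control 14 and short-term dauer 14, at 32.3% and 31.6% of the starved mean against 70.2% to 110.8% in the other starved batch 2 libraries, while control LC6 was at 81.9%, within the 59.8% to 115.2% of batch 1. The low end of that range was starved short-term dauer LC14 alone. The next lowest was control LC12 at 84.1%, so control LC6 lay below the rest of batch 1. A feeding history unlike that of either group was not tested. Control 14 and short-term dauer 14 share a number, and their deviations correlated at 0.755, while control and short-term dauer LC6 correlated at 0.263. The former was the highest of the pairs correlated between ancestries, which were only those of shared or joined names. Both libraries had been singled out for the same low genes, so a high correlation was likely in advance. Control LC6 had the same low genes under another number. Whether a shared number marks shared handling is not stated in the labels, and this was not tested as a cause. Lower depth is argued against, since 0 of the 3 had fewer gene counts than all other starved libraries of their batch. No biological explanation was tested.

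The fed short-term dauer library LC14 had a feeding-axis score of 0.3176, against 0.4976 to 0.5225 in the other 3, and a log2 CPM of sqt-2 of 6.419. Starved RNA in this library is argued against by starved-specific genes chosen without it, at 2.55% of the starved mean against 1.86% to 3.38% in the other fed libraries. This choice gave 21 genes again. A difference in developmental timing was not tested. The starved batch 2 library control 4_10 had log2 CPM of 3.311 for col-17, 1.768 for sqt-2 and 2.391 for rol-8, and short-term dauer 10 had 0.8571 for sqt-2, all higher than the others of the group in that batch. No explanation was tested for these.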

How the results depend on the processing

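The alternatives chosen only after the results were seen were voom with library weights, rRNA features left out, surrogate variables, the joint scaling of the feeding-axis score and the replicate block for fed short-term dauer scores. The responses to feeding of control and short-term dauer descendants stayed within 1.5 times their counts in all 12 alternatives each and in the fits that left out 1 library (9274 to 10496 and 9597 to 11457 genes). With 3 fed against 3 starved libraries the lowest counts were 7705 and 7368, the latter below 11304 by more than that factor, with fewer libraries in the fit. The response of long-term dauer descendants, 2356 genes, was less stable. It was 4289 with DESeq2, 4114 with genes of a mean of at least 1 CPM, 8180 with all 39 libraries in one fit, 0 with only the groups compared (2643 at an unadjusted p-value under 0.05), 11709 with voom and library weights and 3788 without rRNA features. Leaving out 1 library at a time gave 0 to 7929 genes, the highest without the library labelled starved LC4_49d. The voom weight of that library was 0.0659. Each of these 6 fits moved the count by more than 1.5 times, and the causes of the changes were not tested.

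For the response difference of long-term dauer against control descendants, with 0 genes (1738 at an unadjusted p-value under 0.05), DESeq2 gave 34 and leaving out 1 library gave 0 to 98, the highest without starved LC3_49d. Starved long-term dauer against control descendants (0 genes, 2079 unadjusted) gave 1 with DESeq2, 172 with all 39 libraries in one fit, 41 with no batch term, 6 with voom and 0 to 1 with 1 library left out (1 without control 13 or long-term dauer 6). Starved long-term against short-term dauer (0 genes, 1628 unadjusted) gave 4 with DESeq2, 4 with all 39 libraries, 4 with voom and 0 to 3 with 1 library left out (3 without long-term dauer 6). In fed larvae DESeq2 gave 14, 23 and 14 genes where edgeR gave 0 (706, 826 and 411 unadjusted), and edgeR gave 3 for long-term dauer against control with every gene that had a count. The causes were not tested. In simulated data DESeq2 made 10.6% to 16.4% false calls.

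The genes in the smallest sets were chosen after their values were seen. DESeq2 called srpr-2.1 in starved long-term dauer against control descendants, and voom called srpr-2.1, srpr-2.2, rpr-1, mrpr-1, lfor-1 and Y24D9A.9, all higher in long-term dauer descendants. Against short-term dauer descendants DESeq2 called srpr-2.1, srpr-2.2, F31C3.7 and F31C3.8, the fit of all libraries srpr-2.1, C05G5.7, Y48G8AL.12 and Y48G8AL.16, and voom srpr-2.1, srpr-2.2, Y24D9A.9 and H35N09.1. Without 1 library at a time srpr-2.1, F31C3.7 and F31C3.8 were called. In fed larvae srpr-1.2, lfor-1 and rpr-1 were called. Of these, all but C05G5.7, Y48G8AL.12, Y48G8AL.16 and H35N09.1 are annotated as ncRNA, snoRNA or rRNA.

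No alternative brought a feeding-axis result past its threshold. Some could not, since the 15 or 20 arrangements of fed long-term dauer scores without 1 library cannot give an exact p under 0.05. Signs changed for small differences. Short-term dauer plasticity (-0.0477) was 0.0376 with only genes higher in starved libraries and -0.095 to -0.0005 with 1 library left out. The fed short-term dauer difference (-0.0736) stayed negative with 1 library left out, at -0.1208 to -0.0263. The starved short-term dauer difference (-0.0074) was 0.0301 with only genes higher in fed libraries, 0.0132 with thinned counts, 0.0111 in batch 2 alone, and -0.0187 to 0.0095 with 1 library left out, positive without starved short-term dauer LC14 (0.0049) or 14 (0.0095). The fed long-term dauer difference (-0.0225) was 0.0126 with only genes higher in starved libraries and -0.0697 to 0.0241 with 1 library left out, positive without fed control LC10. With the axis and scores not remade, leaving out 1 library gave -0.5032 to 0.0049 for long-term dauer plasticity. For the starved long-term dauer difference it gave -0.0031 to 0.251. Only leaving out the library labelled starved LC4_49d changed the sign of either. The causes were not tested. The joint scaling of all libraries gave -0.3316 in place of -0.3287 for long-term dauer plasticity.

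Of the 55 list tests, with no library left out, camera called 23, fry 7 and camera with an estimated correlation 0. The estimated correlations were 0.043 to 0.649, all above the preset 0.01, and camera takes fewer degrees of freedom when it estimates them. Both raise its p-values by construction, and their shares in the lost calls were not tested. The cause of the difference from fry was not tested.

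With the replicate name as a replicate block, the long-term dauer response had 4873 genes, and the block changed no other count by more than 1.5 times. It changed no call among the 5 feeding-axis results it was run on. Of these, that of fed short-term dauer libraries was added after seeing the data (-0.0397 over 3 pairs). For that result and for the starved long-term dauer difference the smallest possible exact p is over 0.05, so neither call could change. The block moved the starved long-term dauer difference from 0.1637 to 0.0061 (16 arrangements). That test holds only the 4 pairs of batch 2, without the library labelled starved LC4_49d, and leaving out that library alone gave -0.0031. The lists were not tested with the block. For the long-term dauer response the names were not shown to pair the libraries (correlations of deviations -0.238 to 0.576 over 3 pairs), nor for fed and starved short-term dauer libraries (-0.039 to 0.191 over 4 pairs). Between ancestries 1 of 3 pairs exceeded 0.1 in fed libraries (-0.282 to 0.132), 2 of 4 in starved libraries of batch 1 (-0.226 to 0.392) and 8 of 9 in those of batch 2 (-0.042 to 0.755), with the names 4, 10 and 4_10 taken as 1. No block could be fitted for fed long-term dauer libraries, which share no names with the other ancestries.

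Named genes of control and short-term dauer descendants stayed past the threshold in all 120 values each. For long-term dauer descendants 33 of 102 values fell short, all in the same direction. Thinning to the smallest library left the 11 counts within 1.5 times. Whether deeper sequencing would change them was not tested.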

Other observations

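The tests in this part were chosen after the results were seen, except those of the lane and of histone genes by library. Tests with 1 value per ancestry and replicate name, the mean of its libraries, were among those added, since fed and starved libraries that share a name need not be independent. In batch 1 the share of gene counts in rRNA features was 9.74% ± 6.39 (SD, n = 3) in fed and 12.2% ± 3.58 (SD, n = 3) in starved long-term dauer descendants, against 2.11% ± 0.496 (SD, n = 4) and 2.79% ± 1.52 (SD, n = 5) in control descendants. By name the difference was 8.53 percentage points (two-sided exact permutation p = 0.0179, n = 3 and 5, the smallest that 56 arrangements can give), and 7.44 points without the library labelled starved LC4_49d (exact permutation p = 0.0179). The names LC3_40d and LC3_49d share a number. With 1 value per number the difference was 8.48 points (exact permutation p = 0.0476, n = 2 and 5, the smallest that 21 arrangements can give), and 6.84 points without that library (exact permutation p = 0.0476). With libraries taken as independent it was 8.50 points (exact permutation p = 0.00051, the smallest that 1960 arrangements can give), and 8.04 points without that library (exact permutation p = 0.00136). In batch 2 it was 1.29 points (exact permutation p = 0.215, n = 4 and 7), so the difference was not found within that batch. All long-term dauer libraries of batch 1 were on lane 4. They share no name with the control libraries of that batch, so ancestry there was not separated from whatever the names mark. The lane is argued against, since control and short-term dauer libraries of lane 4 exceeded those of lane 5 by 0.139 points (exact permutation p = 0.812, and 0.814 by name). A candidate explanation is less complete selection of polyadenylated RNA. The share of counts in snoRNA and snRNA features was higher by 0.322 on the log2 scale with libraries taken as independent (exact permutation p = 0.0429), by 0.346 (exact permutation p = 0.0762) without the library labelled starved LC4_49d, and by 0.355 by name (exact permutation p = 0.143), or 0.319 without that library (exact permutation p = 0.196). The share in 36 histone genes, whose main mRNAs lack a poly(A) tail, had been predicted to rise too and differed by -0.067 (exact permutation p = 0.237), by -0.065 without that library (exact permutation p = 0.32), by -0.034 by name (exact permutation p = 0.75), and by 0.006 by name without it (exact permutation p = 0.964). Neither measure passed by name, so the explanation stays open. Some alternatives called ncRNA features such as srpr-2.1 and rpr-1 higher in long-term dauer descendants. Those features are in neither measure, and whether they bear on this explanation was not tested.

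The starved libraries control LC6, control 14 and short-term dauer 14, noticed for T22F3.11, also differed in other genes chosen after their values were seen. CPM of acs-2 was 5.51, 3.08 and 6.41 in these libraries, against 324 to 1905 in the 24 other starved libraries (the library labelled starved LC4_49d left out) and 19.8 to 81.0 in the 11 fed libraries. CPM of icl-1 was 223, 147 and 164, against 1399 to 4254 in starved and 381 to 839 in fed libraries, and of hacd-1 4.39, 4.33 and 4.83, against 104 to 482 and 24.95 to 67.32. CPM of hsp-12.6 was 54.3, 33.4 and 24.4, against 1.03 to 4.01 and 0 to 2.55, and of lipl-2 150, 188 and 163, against 8.34 to 68.0 and 3.696 to 7.496. CPM of fmo-2 was 1.33, 1.35 and 1.39, against 4.01 to 85.8 and 2.62 to 5.58, and of sod-3 26.6, 22.2 and 16.2, against 2.24 to 7.64 and 0.0495 to 1.48. All 7 lay outside both ranges in these 3 libraries. No explanation was tested for these genes.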
